A study of Mus musculus with 18 samples.

How the data were processed

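RNA sequencing was analysed from 18 libraries of C2C12 cells, a mouse myoblast line that fuses into myotubes when serum is reduced. The labels give 3 lines, each as myoblasts and as myotubes on day 3 of differentiation, with 3 replicates (A, B and C) per line and stage. The control was a sorted population transfected with the pX458 vector alone. The other lines were clones, grown from single cells after editing with pairs of guide RNAs against the promoter region of Meg3, and the labels call 1 an overexpressor and 1 a knockout of the Dlk1-Dio3 cluster. Each genotype was therefore represented by 1 line, so genotype and clone could not be separated, and the replicates were cultures of the same line. Every library was placed in its group by its title, and no column of the tables was left unassigned.

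The authors deposited a table of raw counts per Ensembl mouse gene, with 1 column per library. Per the labels' protocols, RNA was extracted with TRIzol, polyA RNA was used, and the libraries were sequenced on an Illumina instrument. The aligner, the counting tool, the genome build, the annotation release and the use of strand were not stated, so genes that overlap on opposite strands, or that have near-identical copies, are uncertain. Polyadenylated RNA leaves out the mature microRNAs and small nucleolar RNAs of the cluster, and the counts of their host transcripts do not measure them. The authors also deposited variance-stabilised values of the same genes and libraries, on a log2-like scale with 1 floor value for a count of 0. Their tool and settings were not stated, and they were used only for the principal components.

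The count table held 55450 gene IDs, of which 55104 were matched to a symbol and a position in the GENCODE annotation of the mouse assembly GRCm38. The 346 IDs without a match carried 0.0332% of the counts. All coordinates are from that annotation, since the authors' build was not stated. Genes with 0 counts in every library numbered 23531. Totals ran from 41544358 to 79140702 counts per library. A count of 0 therefore allowed at most 3 counts, or between 0.0375 and 0.0693 CPM (counts scaled to the library size with its TMM factor), depending on the library. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. A group whose libraries were all at 3 counts or fewer was treated as being at this floor, and folds against it are given as lower bounds.

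Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors (0.895 to 1.08), the filterByExpr filter by group and the quasi-likelihood test with robust dispersions. The filter left 17912 genes, which held at least 99.97% of the counts of every library. All 18 libraries entered 1 fit with a coefficient for each of the 6 groups, leaving 12 residual degrees of freedom. From it came 11 contrasts: the 3 pairs of lines within each stage, myotubes against myoblasts within each line, and the difference between the differentiation response of each mutant line and that of the control (an interaction). P-values were adjusted by the Benjamini-Hochberg method over the genes of a contrast, with a threshold of 0.05. Adjusted p-values of single genes are from this test throughout.

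Gene lists were written before the data were examined: 42 muscle differentiation genes, 74 nuclear-encoded respiratory chain subunits, 95 chromatin regulators and 40 cell cycle genes, all of which were found in the table. A further list, of 13 mitochondrially encoded subunits, was not analysed here, so the results on the respiratory chain cover its nuclear-encoded subunits only. Each list was tested in 6 contrasts with camera (limma 3.58.1), with a preset correlation of 0.01 on log2 CPM (prior count 2), and the p-values were adjusted over the 24 tests. A list score, the mean log2 CPM over the list, was computed per library and compared by exact two-sided permutation tests, for which 3 against 3 libraries cannot go under 0.1.

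The genes named were also set by a rule made before the data were examined. They were the 6 cluster genes Dlk1, Meg3, Rtl1, Rian, Mirg and Dio3, a fixed set of 8 genes (Myod1, Myog, Myh3, Ckm, Mymk, Cdkn1a, Ppargc1a and Ezh2), and the 3 genes with the highest and the 3 with the lowest log2 fold change in each mutant line against control in each stage and in both interactions. The last had to pass the threshold, reach a mean of 5 CPM in the higher group and carry an ordinary symbol. Outside the interactions, their replicates also could not overlap between the groups. Of the genes this rule gave, 1 is not reported here.

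The fit was tested on simulated data in which 200 genes had known changes. Of these, 94.5% were called with the right sign and 13 of 16990 unchanged genes were called. To compare both mutant lines against their shared control, unchanged lines were simulated 20 times against the same controls. Replicates were compared by a chi-square test of their counts, and in every pair the statistic was between 4.72 and 117.8 times its degrees of freedom, so no library repeated another. Whether the replicate letters pair libraries was read from correlations of their deviations from the group means. Among the 9 comparisons of 2 groups, all 3 same-letter pairs were over 0.1 only for control and overexpressor myotubes (0.207 to 0.683, against -0.615 to 0.542 for other letters). All 3 were also over 0.1 for control myoblasts and knockout myotubes (0.133 to 0.503), which share neither line nor stage. The pattern therefore does not settle a pairing, which was treated as possible for control and overexpressor myotubes.

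The alternatives tried were DESeq2 size factors or library totals in place of TMM, no filter on low counts, the Wald test of DESeq2 1.42.0, a fit of only the groups compared, a test against a 2-fold change (glmTreat), the replicate letter as a block, each library left out in turn, camera with an estimated correlation, fry, a prior count of 0.5, all genes in place of the 500 most variable in the principal components, and log2 CPM in place of the deposited log2 values there.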

Results

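Polyadenylated RNA was measured in myoblasts and in day 3 myotubes of 3 C2C12 lines, to ask how the dosage of the noncoding RNAs of the Dlk1-Dio3 cluster, an imprinted region, affects the state and the differentiation of muscle cells. Each of the 6 groups held 3 libraries. The mean total was 46729207 ± 3786463 counts in control myoblasts, 44719441 ± 3625757 in overexpressor myoblasts and 49939718 ± 5429732 in knockout myoblasts (SD, n = 3). In myotubes it was 55910271 ± 6702923 in control, 72885491 ± 6062831 in the overexpressor and 59077770 ± 5636569 in the knockout (SD, n = 3).

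The targeted gene was examined first. Meg3 (chromosome 12, 109541001 to 109571726, a long noncoding RNA gene on the plus strand) had 0 counts in all 6 control libraries, which together held 307918432 counts, and 0 counts in all 6 libraries labelled knockout, which held 327052464 counts. The overexpressor libraries held 5222 to 7763 counts of Meg3 each, or 133 ± 22.9 CPM in myoblasts and 92.6 ± 13.4 CPM in myotubes (SD, n = 3). Against the floor of the control libraries, this was at least 2212-fold higher in myoblasts (adjusted p = 1.86e-08) and at least 1547-fold higher in myotubes (adjusted p = 1.25e-08). Meg3 therefore separated the line labelled overexpressor from the other 2 lines, and did not separate the lines labelled control and knockout at this depth. The directions given below for the knockout line rest on its label.

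The annotation places another gene on the strand opposite to Meg3, and the use of strand was not stated. Rian (chromosome 12, 109603940 to 109661716) had 8206 to 13241 counts in the overexpressor libraries and at most 1 count in any control library. It was at least 3699-fold higher in overexpressor than in control myoblasts (adjusted p = 2.48e-12), and at least 2477-fold higher in myotubes (adjusted p = 1.89e-12). Mirg (chromosome 12, 109729764 to 109749460) had 474 to 839 counts in the overexpressor libraries and 0 counts in the other 12 libraries. Rian had 0 counts in knockout myoblasts and 1 to 4 counts in the knockout myotube libraries, near the floor. Within the overexpressor line, Meg3 was lower in myotubes than in myoblasts (log2 fold change -0.52, SE 0.15, adjusted p = 0.0181), and so was Rian (-0.59, SE 0.14, adjusted p = 0.00263).

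Among the protein-coding genes of the cluster, Dlk1 (chromosome 12, 109452823 to 109463336) and Dio3 (chromosome 12, 110279068 to 110281097) had 1 count each over all 18 libraries and were not tested. Rtl1 (chromosome 12, 109589193 to 109600330, minus strand) had 0 counts in every control library, 2 to 5 in the overexpressor libraries, 6 to 14 in knockout myoblasts and 31 to 41 in knockout myotubes. In knockout myotubes it was at least 10.7-fold higher than in control (adjusted p = 6.93e-07). Rtl1 lies on the strand opposite to 6 microRNA genes, and the use of strand in counting was not stated, so its counts are uncertain.

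**Figure D1:**
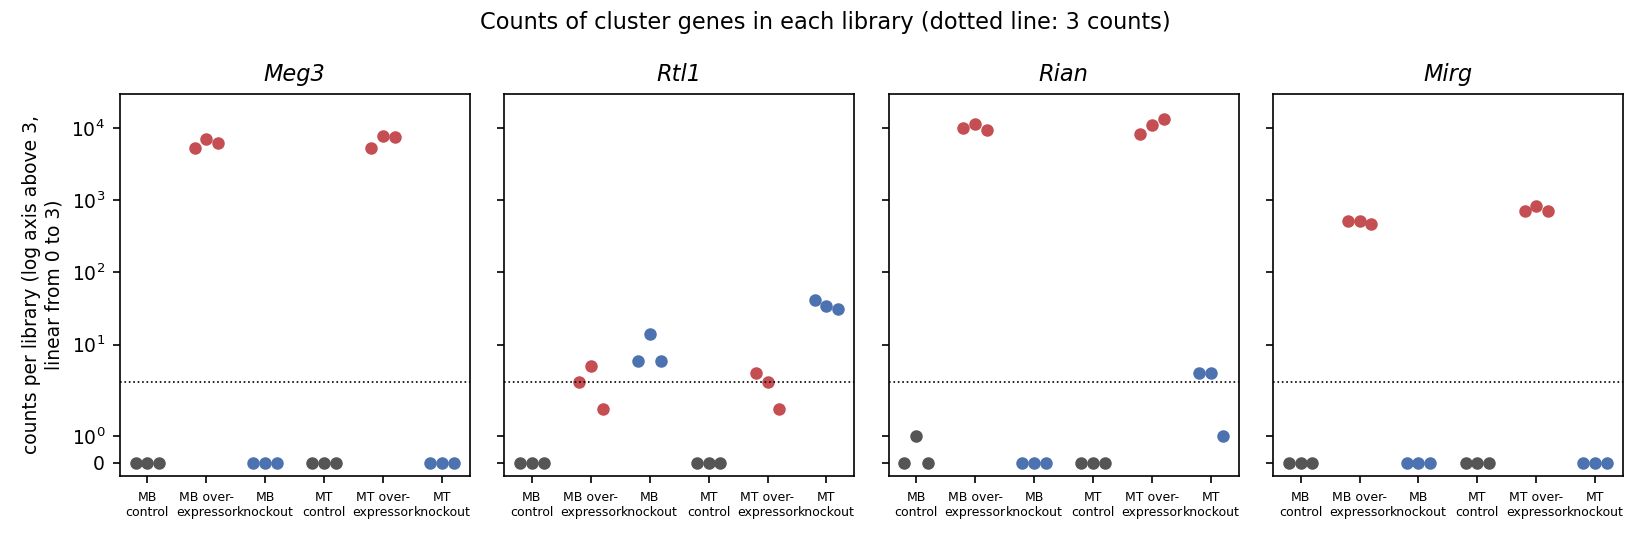
Counts of Meg3, Rtl1, Rian and Mirg in each of the 18 libraries, with 3 points per group, on an axis that is logarithmic above 3 counts and linear below (MB, myoblasts; MT, myotubes). Meg3 lies between 5222 and 7763 counts in the overexpressor libraries and at 0 in the control and knockout libraries.

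Replicates lay close together. In the deposited log2-scale values of the 500 most variable genes, the first principal component held 56.4% of the variance and the second 24.0%. The mean distance between replicates was at most 17.2, in overexpressor myotubes, against 58.8 or more between any 2 groups. The biological coefficient of variation was 6.56% in control, 11.6% in overexpressor and 4.23% in knockout myoblasts. It was 9.22% in control, 19.3% in overexpressor and 12.5% in knockout myotubes. Knockout myoblasts lay at 4.94 to 10.5 on the first component, between the control myoblasts at -65.4 to -60.4 and the control myotubes at 21.1 to 21.5. Their mean distance was 59.7 to knockout myotubes and 89.4 to control myoblasts. With all genes in place of the 500 most variable, the first component held 41.0%.

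**Figure D2:**
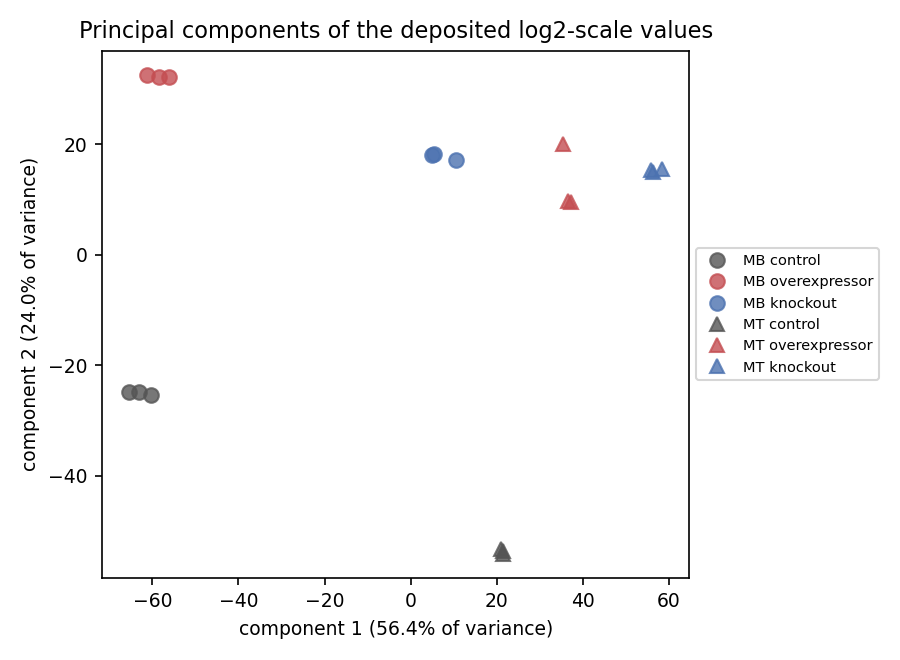
The first 2 principal components of the deposited log2-scale values, with 1 point per library, circles for myoblasts (MB) and triangles for myotubes (MT). Knockout myoblasts lie at 4.94 to 10.5 on component 1, control myoblasts at -65.4 to -60.4.

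In myoblasts, the question was how the lines differed before differentiation. Of 17912 genes, 7231 differed between overexpressor and control (3705 higher, 3526 lower), and 2505 of these by at least 2-fold. Between knockout and control 9489 genes differed (4720 higher, 4769 lower), 3274 by at least 2-fold. Between overexpressor and knockout 9417 genes differed (4602 higher, 4815 lower). The test against a 2-fold change moved these counts most, to 1512, 2025 and 2127 genes.

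The genes with the largest rise in overexpressor myoblasts were Meg3, Rian and Mirg. Those with the largest fall were at the floor in that group: St8sia2 (chromosome 7, 73939119 to 74013690, 24.5 ± 1.5 CPM in control) was at least 379-fold lower, Avpr1a (9.84 ± 0.89 CPM) at least 152-fold lower and Bhlhb9 (34.1 ± 2.57 CPM) at least 527-fold lower (SD, n = 3). Bhlhb9 overlaps other genes on its strand, so its counts are uncertain. In knockout myoblasts, Upk1b was at least 100-fold higher than in control, Psg28 at least 164-fold higher, and Actn2 rose by 9.05 on the log2 scale (SE 0.33, adjusted p = 3.37e-12). Psg28 belongs to a family of similar genes, so its counts are uncertain. St8sia2 was at least 426-fold lower in knockout myoblasts, Igfbp3 (53.7 ± 1.24 CPM in control) at least 934-fold lower and Nphp4 (12.9 ± 0.46 CPM in control) at least 225-fold lower (SD, n = 3).

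Genes of muscle differentiation were higher in knockout than in control myoblasts. Myh3 (chromosome 11, 67078300 to 67102291) was at 3202 ± 459 CPM against 47.2 ± 12 CPM (SD, n = 3), a log2 fold change of 6.08 (SE 0.24, adjusted p = 9.81e-12). The log2 fold changes of Ckm, Mymk, Myog, Cdkn1a and Ppargc1a were 5.55, 3.85, 3.46, 2.72 and 4.52, with adjusted p-values of at most 2.63e-08. Myod1 rose by 0.61 (adjusted p = 3.44e-05), and Ezh2 did not pass the threshold (log2 fold change -0.35, adjusted p = 0.0520). It passed with DESeq2 size factors (adjusted p = 0.0252) and with DESeq2's Wald test (adjusted p = 0.0238).

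The same genes were compared in overexpressor myoblasts. Myog rose by 1.496 (adjusted p = 1.62e-07), Cdkn1a by 0.76 (adjusted p = 7.33e-06) and Myod1 by 0.69 (adjusted p = 1.29e-05). Ckm rose by 0.74 (adjusted p = 0.0163) and Mymk by 0.47 (adjusted p = 0.0377), and each call was lost when any of 4 libraries was left out: control replicate A or C, or overexpressor replicate A or C. The highest adjusted p was 0.0892 for Ckm, without overexpressor replicate C, and 0.159 for Mymk, without overexpressor replicate A. Myh3 did not differ (log2 fold change -0.15, adjusted p = 0.587), and its direction turned without control replicate B (0.06) or without overexpressor replicate B (0.0041). Ppargc1a, at 0.31 ± 0.16 CPM, did not differ either (log2 fold change 0.0078), with a change of sign to -0.033 under library totals and to -0.44 without overexpressor replicate B. Ezh2 changed by -0.16 (adjusted p = 0.424).

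In myotubes, 10236 genes differed between overexpressor and control (4693 higher, 5543 lower), 4246 by at least 2-fold. With library totals in place of TMM, the share of higher genes among the calls was 57.8%, against 45.8% with TMM. Between knockout and control 12180 genes differed (5557 higher, 6623 lower), 5497 by at least 2-fold. Between overexpressor and knockout 10692 genes differed (5475 higher, 5217 lower), 3318 by at least 2-fold. For this pair the share of higher genes was 51.2% with TMM, 50.2% with DESeq2 size factors and 60.0% with library totals. For knockout against control it was 45.6%, 53.25% and 48.8%, in the same order. Scaling also moved the median log2 change of all genes. In overexpressor against control myotubes it was -0.04 with TMM, 0.07 with DESeq2 size factors and 0.11 with library totals, and in knockout against control myotubes it was -0.07 with TMM and 0.06 with DESeq2 size factors. For changes of this size, the direction depended on the scaling.

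Rian, Meg3 and Mirg were the genes with the largest rise in overexpressor myotubes. Stc1 (chromosome 14, 69029238 to 69041804, 123 ± 2.83 CPM in control, SD, n = 3) was at least 2993-fold lower in overexpressor myotubes, Bnc1 (7.42 ± 0.89 CPM) at least 180-fold lower, and Sfrp2 fell by 10.94 on the log2 scale (SE 0.23, adjusted p = 2.01e-15). In knockout myotubes, Mageb4 was at least 114-fold, Wfdc1 at least 118-fold and Cntn3 at least 167-fold higher than in control. Mageb4 belongs to a family of similar genes, so its counts are uncertain. Cdhr1 (105.5 ± 18.1 CPM in control) and Perp (23.3 ± 2.63 CPM in control) were at least 1929-fold and 425-fold lower (SD, n = 3).

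Ckm (chromosome 7, 19404776 to 19422841) was higher in both kinds of mutant myotubes, at 1460 ± 138 CPM in the overexpressor and 2155 ± 345 CPM in the knockout against 221 ± 17.6 CPM in control (SD, n = 3). The log2 fold changes were 2.73 (SE 0.21, adjusted p = 2.26e-08) and 3.29 (SE 0.21, adjusted p = 2.90e-09). In knockout myotubes Ppargc1a rose by 2.53, Cdkn1a by 0.94, Myod1 by 0.83, Myh3 by 0.76, Mymk by 0.58 and Myog by 0.55, and Ezh2 changed by -0.74, with adjusted p-values of at most 0.00594. In overexpressor myotubes Myog (log2 fold change 0.10, adjusted p = 0.559) and Mymk (0.19, adjusted p = 0.342) did not differ. Myh3 (0.47, adjusted p = 0.0470), Myod1 (0.30, adjusted p = 0.0130), Cdkn1a (0.30, adjusted p = 0.0151), Ezh2 (-0.40, adjusted p = 0.0274) and Ppargc1a (-0.95, adjusted p = 0.0282) passed the threshold with all libraries. Each of these 5 calls was lost when 1 library was left out: without control replicate C the adjusted p was 0.0732 for Myod1, 0.0729 for Cdkn1a, 0.155 for Ezh2 and 0.0620 for Ppargc1a, and without control replicate B it was 0.146 for Myh3. Without overexpressor replicate B, the log2 fold change of Ppargc1a was -0.57 (adjusted p = 0.1135). The call of Ezh2 was also lost with DESeq2 size factors (adjusted p = 0.0723) and that of Ppargc1a with library totals (adjusted p = 0.0645). With the replicate letter as a block, the calls of Myh3 (adjusted p = 0.0640) and Ezh2 (adjusted p = 0.0584) were lost.

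Differentiation was compared within each line. Between myotubes and myoblasts 11240 genes differed in control (6074 higher, 5166 lower), 11246 in the overexpressor (5341 higher, 5905 lower) and 11707 in the knockout (5330 higher, 6377 lower). Under library totals, the share of higher genes was 37.95% in control, against 54.0% with TMM, and 34.0% in the knockout, against 45.5% with TMM. With DESeq2 size factors it rose to 53.7% in the knockout and to 53.0% in the overexpressor, against 47.5% with TMM, so which direction held the majority depended on the scaling in all 3 lines. With library totals, the median log2 change of all genes moved from 0.07 to -0.17 in control and from -0.08 to -0.24 in the knockout. Of the 5139 genes that changed by at least 2-fold in control, 3589 passed the threshold in the same direction in the overexpressor and 3250 in the knockout, while 343 and 433 passed it in the opposite direction. By sign alone, 4377 and 4117 went in the same direction. Across all genes tested, which are not independent replicates, Pearson's r between the response of the control and that of the mutant line was 0.68 for the overexpressor and 0.54 for the knockout. Those pairs of responses share no library.

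**Figure D3:**
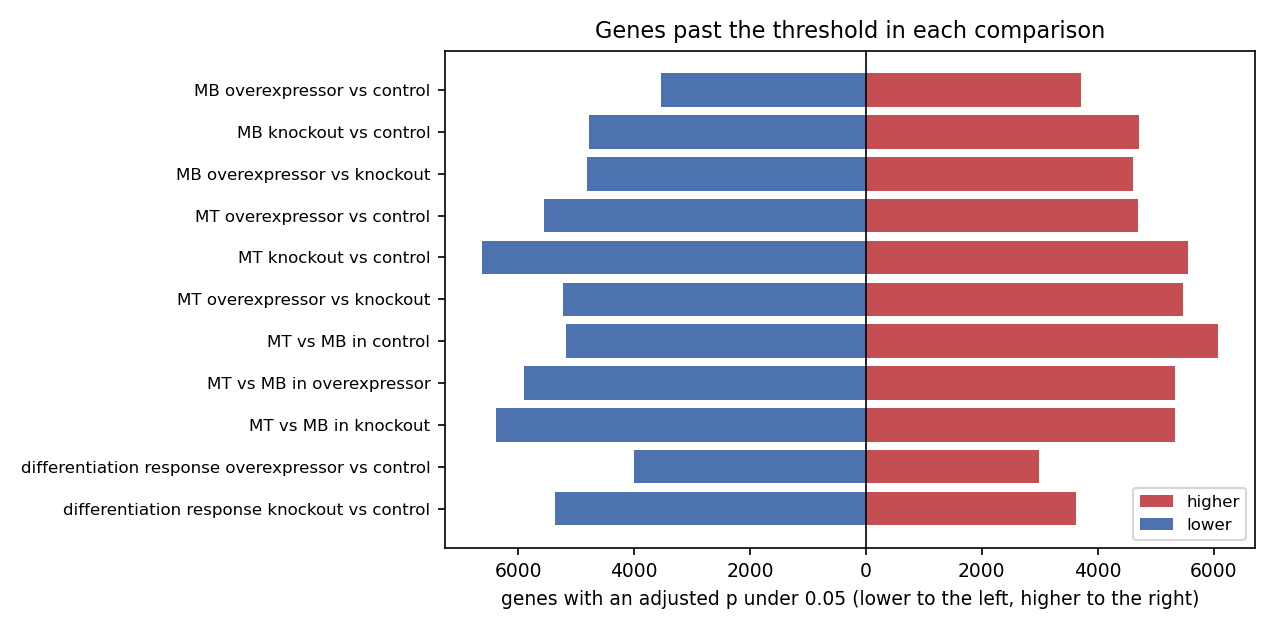
Genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test) in each of the 11 comparisons, lower to the left and higher to the right (MB, myoblasts; MT, myotubes). Knockout against control myotubes has the most, with 5557 higher and 6623 lower.

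The difference between the differentiation responses was tested directly. It passed the threshold for 6977 genes in the overexpressor against control (2981 higher, 3996 lower), and for 8978 genes in the knockout against control (3623 higher, 5355 lower). The share of higher genes depended on the scaling, and the median log2 difference of all genes moved from -0.05 with TMM to 0.14 with library totals in the overexpressor, and from -0.12 with TMM to 0.04 with DESeq2 size factors in the knockout. For the overexpressor it was 42.7% with TMM, 53.9% with DESeq2 size factors and 61.0% with library totals. For the knockout it was 40.4% with TMM, 52.0% with DESeq2 size factors and 47.2% with library totals.

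Among the genes with the largest difference in response, Scara5 rose from 0.13 ± 0.03 to 269.8 ± 63.8 CPM in control and fell from 1.25 ± 0.08 to 0.42 ± 0.08 CPM in the overexpressor (SD, n = 3, adjusted p = 1.36e-14). Klhl13 fell from 60.9 ± 4.33 to 24.1 ± 0.96 CPM in control and rose from at most 2 counts to 29.9 ± 13.4 CPM in the overexpressor (SD, n = 3, adjusted p = 4.47e-10). Avpr1a, St8sia2, Klf15 and Car6 also passed in the overexpressor. The first 2 of these rested on counts of 0 in overexpressor myoblasts, and in overexpressor myotubes St8sia2 ran from 0 to 81 counts and Avpr1a from 0 to 14. Klf15 and Car6 were also near the floor in this line. Klf15 had 0 to 2 counts in overexpressor myoblasts and 0 to 3 in overexpressor myotubes, and Car6 had 1 to 2 and 2 to 15.

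In the knockout, Stc1 was at 0.23 ± 0.02 CPM in myoblasts and 0.03 ± 0.03 CPM in myotubes (SD, n = 3). In control it rose from 0.17 ± 0.06 to 123 ± 2.83 CPM (SD, n = 3, adjusted p = 1.63e-11 for the difference in response). Ddit4l rose from 0.04 ± 0.02 to 14.7 ± 1.58 CPM in the knockout, against 5.89 ± 0.60 and 6.92 ± 1.12 CPM in control (SD, n = 3, adjusted p = 3.86e-13). Adgrf5 fell from 3.55 ± 0.28 to 0.03 ± 0.03 CPM in control and rose from 2.12 ± 0.25 to 5.31 ± 0.69 CPM in the knockout (SD, n = 3, adjusted p = 1.11e-09). Card10 fell from 10.3 ± 0.68 to 1.23 ± 0.26 CPM in control (SD, n = 3), and had 0 counts in knockout myoblasts and 7 to 11 per library in knockout myotubes (adjusted p = 1.79e-06). Car6 and Klf15, at 88.2 ± 10.5 and 7.57 ± 0.55 CPM in control myotubes (SD, n = 3), were at the floor in both knockout groups. Their adjusted p-values of 0.00097 and 0.00123 rose to 0.9999 without knockout myoblast replicate B, the only knockout library with counts of them in myoblasts.

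The 8 fixed genes were also compared between responses. In the knockout, the response was smaller than in control for Myh3 (difference in log2 fold change -5.32), Mymk (-3.27), Myog (-2.91), Ckm (-2.26), Ppargc1a (-1.99) and Cdkn1a (-1.78), with adjusted p-values of at most 0.00362. The differences of Myod1 (0.23, adjusted p = 0.181) and Ezh2 (-0.39, adjusted p = 0.133) did not pass, and that of Myod1 passed with DESeq2 size factors (0.38, adjusted p = 0.0448). In the overexpressor, the differences of Mymk (-0.27, adjusted p = 0.399), Ppargc1a (-0.95, adjusted p = 0.256) and Ezh2 (-0.24, adjusted p = 0.394) did not pass, the response of Ckm was larger by 1.98 (adjusted p = 8.24e-05) and that of Myog differed by -1.40 (adjusted p = 1.95e-05). The difference of Myh3 (0.62, adjusted p = 0.0873) did not pass, but it passed with DESeq2 size factors (adjusted p = 0.0400), library totals (0.0280) and DESeq2's Wald test (0.0170), and without myoblast replicate C of control (0.0300) or of the overexpressor (0.00422). The differences of Cdkn1a (-0.45, adjusted p = 0.0165) and Myod1 (-0.39, adjusted p = 0.0296) were lost with DESeq2 size factors (adjusted p = 0.0991 and 0.171) and without overexpressor myotube replicate C (adjusted p = 0.139 and 0.276). With the replicate letter as a block, that of Myod1 was also lost (adjusted p = 0.0597).

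The gene lists addressed muscle differentiation, mitochondrial respiration and chromatin, which the series names. The muscle differentiation list had a score of 2.27 ± 0.23 log2 CPM in control myoblasts, 3.06 ± 0.29 in overexpressor myoblasts and 7.35 ± 0.19 in knockout myoblasts (SD, n = 3). In myotubes the scores were 8.34 ± 0.03, 9.28 ± 0.10 and 9.75 ± 0.09 in control, overexpressor and knockout (SD, n = 3). In knockout myoblasts, all 42 genes were higher than in control, with a median log2 fold change of 5.22 (camera, adjusted p = 1.21e-32), and all 42 passed when adjusted over the list alone. The median was 0.88 in overexpressor myoblasts (adjusted p = 5.12e-06), with 29 genes higher, 4 lower and 35 past the threshold when adjusted over the list alone. It was unchanged with the 1 gene at the floor set to its bound. In myotubes the median was 1.05 in the overexpressor (adjusted p = 8.88e-08, 32 genes higher, 2 lower, 35 adjusted over the list alone) and 1.37 in the knockout (adjusted p = 1.31e-10, 40 higher, 0 lower, 41 adjusted over the list alone).

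Nuclear-encoded respiratory chain subunits did not differ as a list in overexpressor myoblasts (median log2 fold change 8.39e-05, camera, adjusted p = 0.491, 5 higher, 11 lower, and 11 past the threshold when adjusted over the list alone). They were higher in knockout myoblasts (median 0.41, adjusted p = 4.28e-08, 56 higher, 2 lower, 59 adjusted over the list alone). In myotubes they were higher in the overexpressor (median 0.24, adjusted p = 1.44e-05, 42 higher, 6 lower, 48 adjusted over the list alone) and in the knockout (median 0.58, adjusted p = 6.53e-12, 63 higher, 2 lower, 68 adjusted over the list alone). The scores were 6.31 ± 0.02, 6.26 ± 0.10 and 6.67 ± 0.01 log2 CPM in control, overexpressor and knockout myoblasts, and 6.67 ± 0.07, 6.92 ± 0.07 and 7.23 ± 0.10 in myotubes (SD, n = 3).

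Chromatin regulators passed the threshold as a list only in knockout myoblasts (median -0.14, camera, adjusted p = 0.0468, 15 higher, 33 lower, 48 adjusted over the list alone), and that call was lost without knockout replicate B (adjusted p = 0.0592), without knockout replicate A (0.0549) or without control replicate C (0.0505). In overexpressor myoblasts, overexpressor myotubes and knockout myotubes the medians were -0.06, -0.14 and -0.34, with adjusted p-values of 0.0774, 0.151 and 0.0883 and with 37, 60 and 72 genes past the threshold when adjusted over the list alone. In overexpressor myoblasts the list passed with library totals (adjusted p = 0.0455) and without overexpressor replicate B (adjusted p = 0.0474). The cell cycle list did not differ in overexpressor myoblasts (median 0.0096, adjusted p = 0.743, 8 genes adjusted over the list alone) and was lower in knockout myoblasts (median -0.41, adjusted p = 4.05e-05, 1 higher, 26 lower, 27 adjusted over the list alone). In myotubes it was higher in the overexpressor (median 0.97, adjusted p = 5.74e-10, 34 higher, 0 lower, 34 adjusted over the list alone) and in the knockout (median 0.80, adjusted p = 9.07e-06, 27 higher, 3 lower, 30 adjusted over the list alone).

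In the interactions, the muscle differentiation list responded less in the knockout than in control (median -3.94, camera, adjusted p = 2.60e-22, 41 genes lower). For the overexpressor its difference was not past the threshold (median 0.21, adjusted p = 0.156), but passed without overexpressor myoblast replicate C (adjusted p = 0.0306). Respiratory chain subunits responded more in the overexpressor (median 0.29, adjusted p = 7.47e-07, 38 higher, 1 lower) and in the knockout (median 0.19, adjusted p = 0.00013, 30 higher, 3 lower). The cell cycle list, which fell in all 3 lines, fell less in the overexpressor (median difference 0.97, adjusted p = 4.64e-10, 29 higher, 1 lower) and in the knockout (median difference 1.18, adjusted p = 3.39e-13, 31 higher, 0 lower). Chromatin regulators did not differ in response (adjusted p = 0.654 and 0.761). In these 2 interactions, 21 and 41 muscle differentiation genes, 41 and 33 respiratory chain subunits, 40 and 55 chromatin regulators and 33 and 32 cell cycle genes passed when adjusted over the list alone.

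Camera with its preset correlation passed 16 of the 24 tests. All 16 held in the same direction under fry. With a correlation estimated from the residuals (0.034 to 0.51, depending on the list), 0 of the 24 passed after adjustment, and 3 had an unadjusted p under 0.05. For the list scores, the smallest exact two-sided permutation p of 0.1 was reached wherever the replicates did not overlap (adjusted p = 0.116 over 36 comparisons), so no comparison of scores could pass the threshold.

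**Figure D4:**
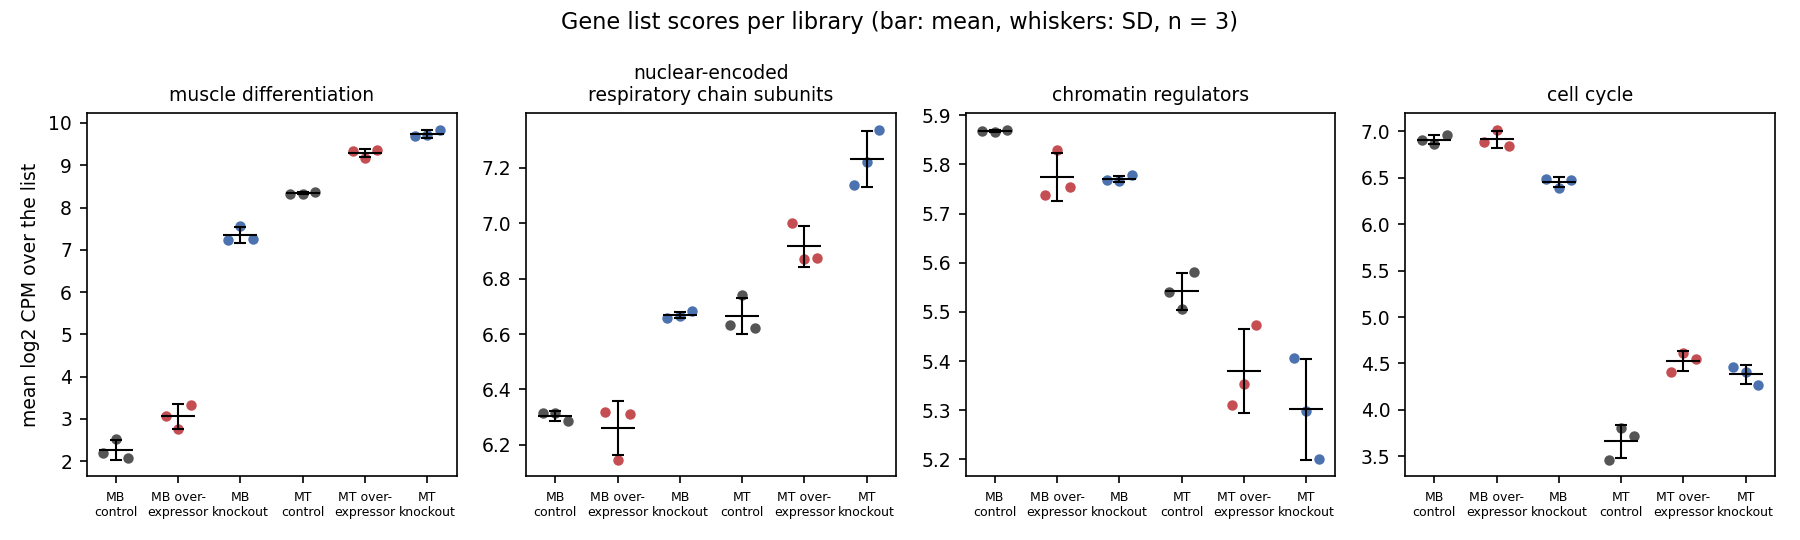
Mean log2 CPM over each of the 4 gene lists in each library, with 3 points per group, a bar for the mean and whiskers for the SD (MB, myoblasts; MT, myotubes). The muscle differentiation score is 7.35 in knockout myoblasts, against 2.27 in control myoblasts and 8.34 in control myotubes.

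Last, the changes of both mutant lines against their shared control were compared. In myoblasts, 5066 genes passed the threshold in both lines, 3644 in the same direction and 1422 in opposite directions. Pearson's r across genes, which are not independent replicates, was 0.44, against a mean of 0.50 (0.47 to 0.53) in simulations of unchanged lines that shared the control libraries. In myotubes, 7989 genes passed in both, 7072 in the same direction and 917 in opposite directions, and r was 0.72, against a mean of 0.54 (0.50 to 0.58) in the simulations. The r in myoblasts was thus below the range that shared controls alone gave, and the r in myotubes was above that range. Without the filter on low counts, r in myotubes was 0.65.

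**Figure D5:**
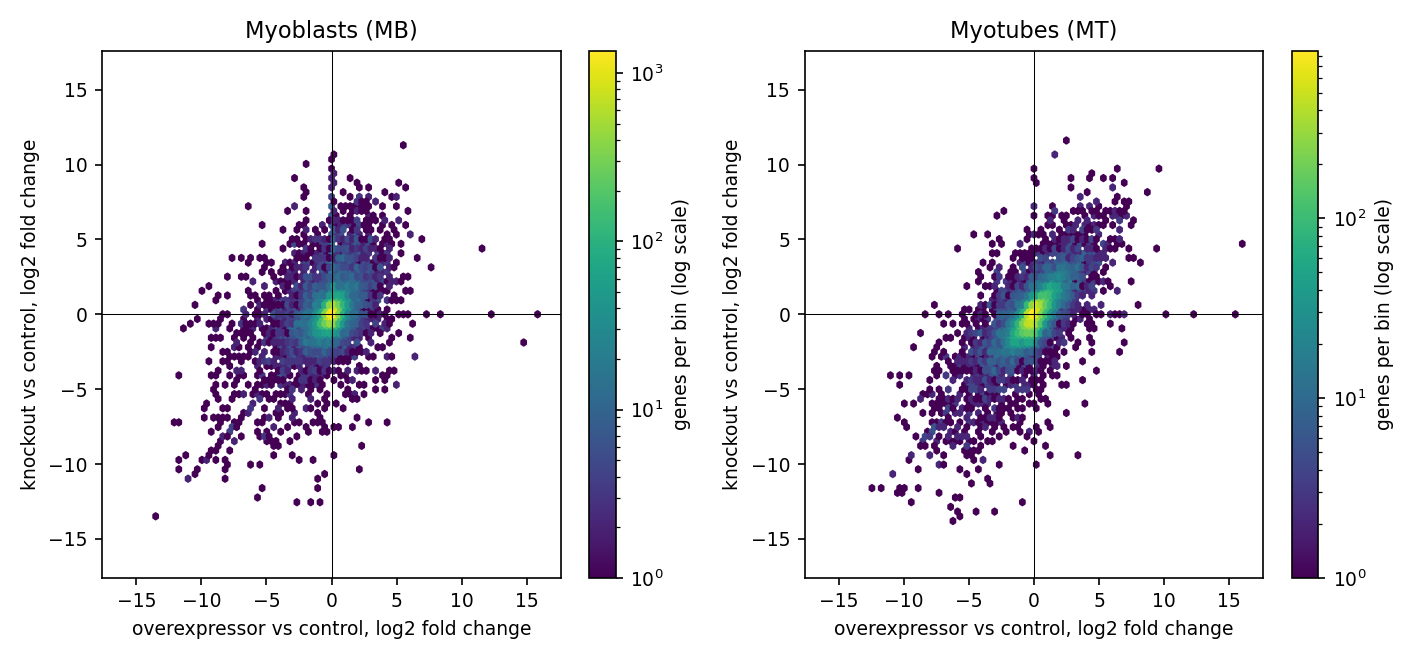
Log2 fold change against control in the knockout (vertical axis) and in the overexpressor (horizontal axis) for the 17912 genes tested, in myoblasts and in myotubes, with the colour giving genes per bin on a log scale. Pearson's r is 0.44 in myoblasts and 0.72 in myotubes.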

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

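The splits of the samples and the tests of clone and scaling in this part were chosen only after the results were seen, and the tests of depth, GC content and gene length before. Every result here was brought up by a tested difference between the differentiation responses of a mutant line and the control line (an interaction in edgeR's quasi-likelihood test, or camera for a list).

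The response of the overexpressor differed from that of control for 6977 genes. Of 50 splits drawn from the 200 possible ones, which exchanged line labels within each stage, 2 gave as many genes, the real one included. The other one, with 9872 genes, exchanged all myotube labels, so it kept the line difference of each stage. In the knockout the response differed for 8978 genes, and 1 of 50 splits, the real one, gave as many. Other splits reached 7951 genes there. The exchange of all myotube labels was not among those drawn for the knockout, and fitted apart from the draw it gave 11901 genes, so the 2 and the 1 do not set the lines apart. All 11 other splits with any calls in the overexpressor, and all 7 in the knockout, kept or fully exchanged the labels of 1 stage, so these splits are not free of the line difference. With every library thinned to the lowest total, 41544358 counts, 94.6% of the genes called in the overexpressor and 95.02% of those in the knockout were called again, which argues against depth as the whole cause. Each mutant genotype had 1 line, so an effect of the genotype and an effect of the clone cannot be told apart, and the genotype stays open as an untested explanation.

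In the overexpressor, the respiratory chain subunits responded more than in control, with a median difference of 0.289 on the log2 scale. Relative to all genes, the median was 0.34 before and 0.22 after a trend with GC content and gene length was removed. Here and for the lists below, the value before is relative to the median of all genes, and the value after to a fitted mean. The gap between them therefore does not measure the trend, which held 0.241% of the variance here. Over the other scalings the value nearest 0 was 0.40. The cell cycle list had a median difference of 0.97, and at least 1.08 under the other scalings. Relative to all genes it was 1.025 before and 0.95 after the trend was removed. Neither trend nor scaling was therefore the whole cause. A later or incomplete exit from the cell cycle in this line may explain the second list, but no measurement of timing was made and the clone remains an explanation (1 line of this genotype).

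In the knockout, the muscle differentiation list responded less, with a median difference of -3.94. It was -3.78 under the scaling that moved it closest to 0, and relative to all genes -3.82 before and -3.91 after the trend was removed. The smaller response went with a higher starting level, since the list was already high in knockout myoblasts, and the scores of its myotubes exceeded those of control. The respiratory chain subunits had a median difference of 0.19, and 0.27 under the scaling nearest 0. Relative to all genes it was 0.31 before and 0.33 after the trend was removed. For the cell cycle list, the median difference was 1.18, and 1.25 under the scaling nearest 0. Relative to all genes it was 1.295 before and 1.53 after the trend was removed. The fall of that list started from a lower level in knockout myoblasts, so part of its smaller fall may reflect the start, while 1 clone leaves the genotype untested.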

How the results depend on the processing

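The alternatives were fixed before the data were examined. Counts of genes past the threshold stayed within 1.5 times the reported ones under DESeq2 size factors, library totals, DESeq2's Wald test, no low-count filter, a fit of only the groups compared, the replicate block and all fits that left out 1 library. Over these, the count ran from 6314 to 7151 in overexpressor against control myoblasts, from 8471 to 11150 in knockout against control myoblasts, from 8575 to 9557 in overexpressor against knockout myoblasts, from 8768 to 10280 in overexpressor against control myotubes, from 11367 to 12390 in knockout against control myotubes, and from 8392 to 10649 in overexpressor against knockout myotubes. Between myotubes and myoblasts it ran from 10522 to 11427 in control, from 9536 to 11351 in the overexpressor and from 10522 to 11883 in the knockout. The interactions gave 6283 to 7222 genes in the overexpressor and 8006 to 9720 in the knockout.

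The test against a 2-fold change asks a stricter question and gave fewer genes by construction. In myoblasts it gave 1512 genes for overexpressor against control (618 higher, 894 lower), 2025 for knockout against control (1086 higher, 939 lower) and 2127 for overexpressor against knockout (873 higher, 1254 lower). In myotubes it gave 2749 (1209 higher, 1540 lower), 3404 (1496 higher, 1908 lower) and 1403 (654 higher, 749 lower). Between stages it gave 3541 in control (1911 higher, 1630 lower), 3412 in the overexpressor (1776 higher, 1636 lower) and 2600 in the knockout (1305 higher, 1295 lower). The interactions gave 1475 (706 higher, 769 lower) and 1918 (766 higher, 1152 lower).

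With a correlation estimated from the data, the 16 list tests that passed with camera's preset correlation no longer did, because the estimated correlations are larger than the preset. The adjusted p was 0.218 for muscle differentiation in knockout myoblasts, 0.275 for muscle differentiation and cell cycle in the knockout interaction, 0.319 for cell cycle in overexpressor myotubes and in the overexpressor interaction, 0.439 for respiratory chain subunits in overexpressor myotubes, 0.489 for the same list in the knockout interaction, and 0.400 for the other tests. Under fry, chromatin regulators passed in overexpressor myoblasts (adjusted p = 0.00053), overexpressor myotubes (3.18e-06), knockout myotubes (1.57e-05) and the overexpressor interaction (0.0313), and turned direction in the knockout interaction (0.703). This test compares a list with no change, so it depends on the scaling, and the score difference of the list in overexpressor myotubes went from -0.162 with TMM to -0.016 with library totals. With library totals, camera's test of these genes passed in overexpressor myoblasts (0.0455) and turned direction in the overexpressor interaction (0.808). The cause was not tested.

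Across the fits that each left out 1 library, the adjusted p of the list tests that changed ran from 0.483 to 0.980 for cell cycle in overexpressor myoblasts, where the direction turned without control replicate C or overexpressor replicate C (0.919), and from 0.181 to 0.767 for respiratory chain subunits there, where it turned without overexpressor replicate B. It ran from 0.0362 to 0.0592 for chromatin regulators in knockout myoblasts, from 0.0474 to 0.108 for the same list in overexpressor myoblasts, and from 0.0306 to 0.451 for muscle differentiation in the overexpressor interaction. These fits have fewer samples. Of 192 such list tests, 184 kept their direction and side of the threshold.

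Among single genes, 688 of 732 values with 1 library left out kept direction and side of the threshold, 35 were weaker, 2 stronger and 7 reversed. Myh3 in overexpressor myoblasts ran from -0.43 to 0.060, the last without control replicate B, and was 0.0041 without overexpressor replicate B. Ppargc1a there ran from -0.44, without overexpressor replicate B, to 0.42, was -0.28 without control replicate B and -0.027 without control replicate C, and went to -0.033 with library totals. Without control myoblast replicate B, whose single count was the only one in the control libraries, Rian went to 0 in knockout against control myoblasts, from a lowest value of -2.47, and to -0.59 in the overexpressor interaction, from a highest value of 1.88. DESeq2 size factors and DESeq2's Wald test each left 86 of 92 values as they were, with 3 weaker and 3 stronger, and library totals left 86, with 4 weaker, 1 stronger and 1 reversed.

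The list score difference of cell cycle in overexpressor myoblasts reversed to -0.036 with library totals, and 15 other score differences moved by more than 1 SD between replicates, while 12 did not. A prior count of 0.5 left all 28 as they were. The first component held 41.0% of the variance with all genes. The correlation between both mutant lines in myotubes was 0.651 without the filter on low counts. The cause of these changes was not tested.

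All 3 same-letter pairs correlated over 0.1 in 1 of 9 comparisons, overexpressor against control myotubes, so a pairing there is possible but not settled. Over all groups, deviations of same-letter libraries of one stage had a mean correlation of -0.09, with 7 of 18 pairs over 0.1, against 0.05 for different letters. With the replicate block, 6577, 8925 and 8907 genes passed in the myoblast comparisons, 9713, 11721 and 9978 in the myotube comparisons, 10825, 10720 and 11187 between stages and 6327 and 8179 in the interactions. The list test of chromatin regulators in knockout myoblasts gave an adjusted p of 0.0505, and among 92 single-gene values 4 calls were lost and 1 was gained. Among these single genes, the block changed the calls of Myh3 and Ezh2 and no other in overexpressor against control myotubes. The block held 1 effect per letter within a stage, shared by all 3 lines. Same-letter libraries of overexpressor and knockout myotubes had correlations from -0.79 to 0.313. The block therefore does not model a pairing of control and overexpressor alone, and cannot show what such a pairing would change.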

Other observations

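In this part, only the tests of neighbouring silent genes were chosen before their result was seen, and the others after it.

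Each two-group comparison had 10 splits of its 6 libraries, and the real split was the 1 of 10 with the most genes in all 9 comparisons. A share under 0.1 is out of reach with 3 against 3, so the splits leave a grouping by accident open. The 81 other splits gave at most 1 gene, with 176 to 4806 genes at unadjusted p < 0.05, against at least 7231 genes in the real ones. These splits mix groups that differ, which widens the spread within them. In overexpressor against control myotubes, where the replicate letters may pair the libraries, the 3 other splits that parted all same-letter pairs gave 0 genes, with 369 to 522 at unadjusted p < 0.05. In simulated counts, 13 of 16990 unchanged genes were called.

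The control libraries held 0 counts of Meg3 and Mirg and 1 count of Rian. At 1% of the overexpressor level, 40.5 counts of Meg3 would be expected in the shallowest control library, so too few reads are argued against. The 43 expressed genes within 2 Mb of the cluster had a median of 32.7 CPM in control myoblasts and 41.8 CPM in control myotubes, against a loss of all copies that reaches them. A loss of some copies in control and regulation of these genes cannot be told apart: their median log2 fold change was 0.22 in overexpressor against control myoblasts, the direction of such a loss, with 36 of 43 higher, but 0.03 in myotubes, with 22 higher. Chromosome 12 as a whole moved the same way in overexpressor myoblasts, relative to the median of all genes with a mean of at least 5 CPM. Its median was 0.17 above that level, with 75.1% of 382 genes higher than it, and in myotubes its median was 0.05. The values of the neighbours were not taken relative to that level. The shift in myoblasts was therefore not limited to the neighbours of the cluster. A loss within the cluster was not tested. A cluster that is silent in the control population and active in the overexpressor clone may explain the pattern. Silencing of the control population cannot be tested with these libraries, and an exchange of the control and knockout lines cannot be told apart from the labelled order by Meg3, with 0 counts of it in both lines.

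All 42 muscle genes were higher in knockout than in control myoblasts. If RNA of knockout myotubes had been mixed into these libraries, each gene would point to the same share. The share ran from 14.3% at the first quartile to 26.9% at the third, a ratio of 1.87, from 0.751% for Myh4 to 69.3% for Ttn, against a median SD between replicates of 2.86 percentage points. The cell cycle list moved in the direction of such mixing. At the median share of 21.9%, a median change of -0.29 was expected for it, and -0.41 was observed. Some mixing therefore remains open. Scaling is argued against by a median of the muscle genes of at least 5.20 under the other scalings. Some cells of this line may have started to differentiate in growth medium. That was not tested, and neither was confluence.

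The r between the changes of both mutant lines in myotubes was 0.72, against at most 0.583 in simulations of unchanged lines. Noise in the shared control libraries alone therefore would not reach it, but a control line that itself differs was not simulated. Of the genes past the threshold in both lines, 88.5% went the same way. Both mutant lines were edited and grown from single cells while the control was a population, so a common effect of cloning and an effect of the edited region cannot be told apart with no cloned control.

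Whole chromosomes were shifted. A chromosome was counted when it moved the same way in both stages, with at least 2 in 3 of its genes moved that way. In each stage, at most 0.1% of 1000 random lists could have a median as far out, in either direction. Medians, and shares of genes higher or lower, are relative to the median of all genes with a mean of at least 5 CPM. In the overexpressor there were 2, chromosome 14 (medians -0.29 in myoblasts and -0.29 in myotubes) and chromosome 18 (-0.26 and -0.27). In the knockout there were 3, chromosome 10 (0.34 and 0.30), chromosome 13 (-0.22 and -0.52) and chromosome 18 (-0.24 and -0.53). Without the requirement on 2 in 3 genes there were 5 and 6. Among these was chromosome 15, which was lower in both lines and both stages. Its medians were -0.31 in myoblasts and -0.18 in myotubes of the overexpressor, and -0.36 and -0.18 in the knockout. In myotubes, 63.9% and 58.8% of its genes were lower. A difference in copy number is a candidate explanation for the 2 and the 3, and since chromosome 18 was lower in both lines, the control could be the one that differs. Other chromosomes moved mainly in 1 stage, which a copy number shared by both stages would not give: chromosome 9 in the overexpressor had a median of -0.28 in myoblasts, with 81.1% of its genes lower, and -0.05 in myotubes, and chromosome 12 in the knockout had -0.07 and -0.39. A shift of a whole chromosome therefore need not come from copy number. Random lists do not account for neighbouring genes regulated together, and no DNA was measured.

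Of a list of 35 imprinted genes outside the cluster, prompted by the counts of H19, 23 were expressed. Their median absolute change in the knockout exceeded that of 99.99% of random lists in myoblasts and 99.2% in myotubes. In the overexpressor the shares were 100% and 93.5%, so the class did not stand apart in both stages there. Directions were mixed: 12 of 17 called genes were higher in knockout myoblasts and 10 of 20 in knockout myotubes. H19 rose by 1.501 and 2.28 in overexpressor and knockout myoblasts and by 2.39 and 2.76 in myotubes. Imprinted genes may respond as a class in the knockout (99.2%), but no test separated this from the change in muscle differentiation. H19, which prompted the list, was among the 23 genes tested. Random lists do not account for neighbouring genes regulated together, so these shares may be too high.

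Some genes were at the floor in every library of 1 line and expressed in both other lines, 2 in control, 3 in the overexpressor and 13 in the knockout, so such genes were not limited to the mutant lines. The number of adjacent pairs was 0 in all 3 lines, and random draws gave a mean of 0.0107 for the 13. A physical loss and silencing of these genes cannot be told apart, since 0 pairs is also what random genes give and a loss of single genes leaves no such pairs.

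Among 12 genes at the floor in overexpressor myoblasts and at 5 CPM or more in control cells, overexpressor myotube libraries A and C held a median of 3.30% and 4.12% of the control myotube level, and library B 0.154%. Admixed control RNA would give 1 share for all genes, but the ratio of the third to the first quartile was at least 4.02, and Megf6 had 0% in A and 0.204% in C. That argues against it as the whole cause, and no biological explanation was tested.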
